A study of Mus musculus with 6 samples. Its data were reported in "Single-cell transcriptomic analyses of mouse idh1 mutant growth plate chondrocytes reveal distinct cell populations responsible for longitudinal growth and enchondroma formation" (2024).

How the data were processed

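According to the labels, libraries were made from growth plate chondrocytes of the distal femur and proximal tibia (the paper's methods name the distal femur alone for single cells) of mouse embryos at embryonic day E18.5, digested to single cells and sorted for live cells by flow cytometry, 3 libraries per genotype, each titled as a separate animal. The authors' deposited matrices hold raw UMI counts per gene and cell barcode, with no normalization. The submitters' notes name Cell Ranger 3.0.1, Seurat 3 and the mm10 genome. Titles also carry a number (116, 116 and 119 for controls 1 to 3, and 119, 119 and 124 for mutants 1 to 3), whose meaning the labels do not state. The files list 31053 genes, of which 31011 had coordinates in the GENCODE annotation of mm10.

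Barcodes were kept with at least 1000 UMIs, at least 1000 genes and under 10% of UMIs from mitochondrial genes, and were taken as chondrocytes where the depth-scaled natural log level of Col2a1 was over 2. These limits follow the study's methods, but its limit on genes per count and its minimum of cells per gene were not applied, and Col2a1 was read in each library and not after integration. A library entered a test with at least 50 cells of the class tested. Mutant 3 had 4102 barcodes and 709382 UMIs, with 1 chondrocyte, so it was left out of the tests, except in 2 alternatives that include it. The 5 tested libraries held 41222389 to 57319766 UMIs in chondrocytes. Scrublet marked 0% to 0.252% of kept cells as doublets per library, a low share; whether the caller worked here was not tested, and no doublets were removed.

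Counts were summed over chondrocytes per library and tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, low-count filter filterByExpr), with Benjamini-Hochberg adjustment and a threshold of 0.05. Levels are UMI counts scaled to library size (CPM), with the SD over libraries. The library was the replicate, never the cell. Over all genes the median log2 fold change was -0.03 with TMM, -0.01 with DESeq2 size factors and -0.19 with library-size scaling, so changes are relative to a scaling shift that library size alone would move by more than 0.1 on the log2 scale. Simulated data tested the same fit on 14947 genes. It recovered 59% of 100 genes changed by 1 and 99% of 100 changed by 2 on the log2 scale. There were 8 false calls (4.82% of calls), and camera called 0 of 20 unchanged lists. Simulated genes were drawn independently of each other and with no difference between title numbers. The simulation therefore cannot say how camera behaves where list members move together, and its false-call rates need not hold in the real data. Genes were named by a rule: the 10 highest and 10 lowest fold changes among called genes with all mutants beyond all controls and a mean of at least 10 CPM, leaving out unnamed, mitochondrial, ribosomal and sex-linked genes, the genes the study names, the 4 of smallest p in each gene list, and the 4 highest and 4 lowest within each class. Further list members in the text were picked after their values were seen. The rule, the lists, the tests and most alternatives were set before the data were examined.

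Gene lists covered chondrocyte stages (resting, articular, cycling, columnar, prehypertrophic, hypertrophic, general chondrocyte, cartilage matrix), neighbouring and other cells (osteoblast, perichondrium and fibroblast, tendon, synovial, endothelial, macrophage, neutrophil, osteoclast, red cell, muscle, keratinocyte), genes the study names (mutant cluster up and down, resting cluster), pathways (cholesterol synthesis, amino acid response, hypoxia and glycolysis, glutamine and tricarboxylic acid cycle, hedgehog and PTHrP, Wnt, BMP and TGF-beta, dissociation stress, endoplasmic reticulum stress, dioxygenases), and sex-linked, ribosomal protein and mitochondrial genes. They were tested with camera (limma 3.58.1, preset correlation 0.01) over 34 lists, and again with an estimated correlation and with fry, which asks whether a list moves on balance without comparing it with other genes.

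For classes, the 5 libraries were integrated in Seurat 5.3.0 (R 4.3.3) with anchors on 2000 variable genes less the called ones, which left 1561, with 30 principal components and Louvain clustering at resolution 0.28. Clusters were named from fixed markers where these led, with the suffix "like", and otherwise kept their number. Shares of cells per class, and shares of cells with a UMI of Tenm4, Cdsn, Sfrp5 and Slc7a3 after thinning each cell to 2000 UMIs, were compared by exact two-sided permutation tests, whose smallest p for 3 against 2 libraries is 0.2. Binomial intervals are exact (Clopper-Pearson, 95%), and a count of 0 was given a limit of 3 counts. Alternatives included DESeq2 1.42.0, other filters, each library left out in turn, and the title number as a replicate block. Analyses in Python 3.11.15 used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9. The study's pseudotime and bulk RNA measurements were not analysed.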

Results

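Growth plate chondrocytes, from the distal femur and proximal tibia according to the labels, were profiled by droplet-based single-cell RNA sequencing in mouse embryos at embryonic day E18.5. The study asked how a mutant isocitrate dehydrogenase 1 (Idh1) changes the cell populations of the growth plate. Mutant embryos carried Col2a1-Cre, which drives Cre recombinase in chondrocytes, together with 1 Idh1 allele behind a lox-stop-lox cassette (LSL), so that Cre switches the mutant allele on. Control embryos carried the silent Idh1 LSL allele without Col2a1-Cre. There were 3 libraries per genotype, each from 1 embryo. Total depth was 58323418, 53240741 and 47745516 unique molecular identifiers (UMIs) in controls 1 to 3, and 51867871, 62990528 and 709382 in mutants 1 to 3. After the cell filter, 2948, 2943 and 3234 chondrocytes were left in the controls and 1657, 2384 and 1 in the mutants. Chondrocytes of mutants 1 and 2 held more UMIs, with a median of 28570 and 24667.5 per cell, against 16438, 15733 and 11220 in controls 1 to 3. The cause of this difference was not tested. Mutant 3 had a median of 86 UMIs per barcode, so it was left out, and comparisons set 3 control libraries against 2 mutant libraries unless another set is named.

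Idh1, the targeted gene, was higher in the mutants. Its level was 16.8, 14.5 and 21.9 CPM (UMI counts scaled to library size) in controls 1 to 3 and 44.0 and 44.4 CPM in mutants 1 and 2, a log2 fold change of 1.32 (SE 0.193, edgeR adjusted p = 0.0187). A 3' tag count does not read the mutated codon, so these values do not check the genotype of any library. Sex differed along with genotype. Xist, the RNA that silences an X chromosome in female cells, stood at 836, 829 and 1356 CPM in the controls and at 0.0455 and 0.0755 CPM in mutants 1 and 2. Ddx3y, a Y-linked RNA helicase, stood at 0, 0 and 0.223 CPM in the controls and at 110.1 and 98.9 CPM in the mutants. Thus the 3 control libraries had the expression pattern of females and the 2 tested mutant libraries that of males. Of the 5 sex-linked genes, 4 rose (Ddx3y, Eif2s3y, Uty and Kdm5d), Xist fell and 0 were not called, with the same counts adjusted over the list alone (camera adjusted p = 0.00342, adjusted p = 0.334 with an estimated correlation).

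Over all chondrocytes, the clearest differences were genes at a low level in control cartilage and a high one in both mutants. Ostn, which encodes the secreted peptide osteocrin, went from 1 UMI in the 3 controls together to 2865 UMIs in the mutants, a ratio of 4127 in pooled CPM (95% counting interval 740.1 to 163068). Cdsn, encoding the skin adhesion protein corneodesmosin, rose from 0.349 ± 0.235 CPM (SD, n = 3) to 30.3 ± 5.09 CPM (SD, n = 2). Uchl1, a ubiquitin hydrolase typical of neurons, rose from 2.61 ± 0.214 to 42.6 ± 3.4 CPM. Among the genes that fell were Ucma and Ctgf: Ucma, a matrix protein of upper growth plate cartilage, fell from 2099.8 ± 1455 to 103 ± 16.0 CPM, and Ctgf, a target of mechanical and YAP signalling, fell from 255 ± 168 to 4.23 ± 0.377 CPM. Both fell by more than their spread, yet the controls themselves were far apart for these genes, since control 3 lay nearer the mutants than controls 1 and 2 did. The split was not limited to these genes. Across genes, chi-square per degree of freedom between libraries (1 for counting noise alone) was 335 and 347 for control 3 against controls 1 and 2. It was 22.4 between controls 1 and 2, and 248 and 306 for control 3 against mutants 1 and 2.

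Among called genes with a mean of at least 10 CPM, the next largest rises were in Kif1a, a neuronal transport kinesin (log2 fold change 3.04), Fam129a (2.84), the oestrogen receptor Esr1 (2.74), Serpinf1, which encodes the antiangiogenic factor PEDF (2.23), the Wnt antagonist Sfrp5 (2.20), and Phlda3 (2.15) and Ccng1 (2.12), which are transcriptional targets of p53. Their edgeR adjusted p-values lay between 0.00404 (Ccng1) and 0.0173 (Kif1a). Besides Ctgf (-5.91) and Ucma (-4.35), the largest decreases were in Tsix (4942 UMIs in the controls and 2 in the mutants, a ratio of 1715 with a 95% counting interval of 475 to 14168), Msmp (-7.82), the joint lubricant Prg4 (-5.20), Srpx2 (-4.46), Calml3 (-4.46), the matricellular factor Cyr61 (-3.75), the cytokine Il17b (-3.51) and Tmem100 (-3.48). Tsix lies antisense to Xist, on the other strand of the same stretch of the X chromosome, so its fall cannot be separated from the sex difference. In the mm10 assembly, Ostn spans chromosome 16, 27307489 to 27351212, Cdsn chromosome 17, 35552128 to 35557180, Sfrp5 chromosome 19, 42197971 to 42202252, Ucma chromosome 2, 4976122 to 4985748, Ctgf chromosome 10, 24595442 to 24598683, and Idh1 chromosome 1, 65158616 to 65186500. All 6 are protein coding. Ostn and Uchl1 overlap genes annotated on the other strand (AC154512.1 and Uchl1os), so part of their UMIs is uncertain where the counting did not use strand.

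In total, edgeR tested 14947 genes, of which 1089 rose and 1117 fell in the mutants. Among these, 463 rose and 752 fell by more than 1 on the log2 scale. Among the 3 libraries whose titles carry the number 119 (control 3 and mutants 1 and 2), the same test called 6947 genes, of which 2169 were among these 2206, with the lone control assumed to vary like the mutants. The count rests on few libraries: it was 8742 without control 3, 58 without control 1, 125 without control 2, and 4 without either mutant 1 or mutant 2. Genotype and sex were confounded in every one of these fits.

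Genes that the study names for its mutant-enriched cluster were all higher in the mutants. Tenm4, encoding the large membrane protein teneurin 4, rose from 10.2 ± 1.35 to 28.9 ± 5.02 CPM (log2 fold change 1.51, adjusted p = 0.0139). Slc7a3, a transporter of cationic amino acids, rose from 13.6 ± 3.29 to 37.0 ± 1.5 CPM (1.44, adjusted p = 0.0202), and Sfrp5 rose from 17 ± 3.17 to 78.1 ± 17.5 CPM. All 4 genes rose, Cdsn included, also when adjusted over the list alone (camera adjusted p = 0.000311, adjusted p = 0.334 with an estimated correlation). The study chose them on these samples, so their direction here is not independent evidence. In bulk RNA sequencing and by RT-PCR, not analysed here, the study also reports Sfrp5, Cdsn and Slc7a3 as higher. It shows protein staining of Sfrp5 and Cdsn as well. Of the 4 genes it names as lowest in that cluster, 0 were called over all genes tested and 4 fell when adjusted over the list alone, which again is not independent evidence. Their log2 fold changes were -0.80 for the matrix protein Matn1 (adjusted p = 0.0768), -0.88 for Col9a1 (0.0677), -0.64 for the chondrocyte membrane protein Cnmd (0.0952) and -2.46 for Matn3 (0.117). Against control 3 alone, Matn3 differed by 0.03. The camera adjusted p of this list was 0.0507. These values compare genotypes over all chondrocytes, whereas the study names the 4 genes as lowest within 1 cluster. In cluster 6 of the clustering described below, the 4 genes were lower than in all other cells. The log2 differences were -2.58 for Matn1, -2.12 for Col9a1, -2.02 for Cnmd and -4.91 for Matn3, from pooled cells and without a test. Cluster 6 was 95.6% mutant cells, so this contrast also holds genotype.

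**Figure D1:**
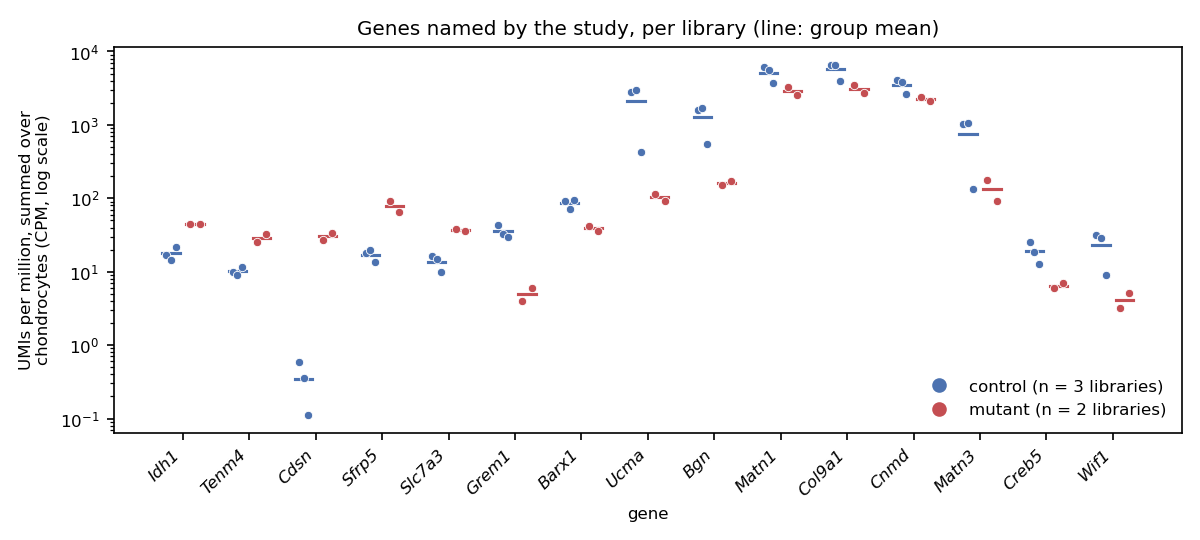
Expression of 15 genes named by the study, in CPM on a log axis, summed over the chondrocytes of each library. Points are libraries (3 control, 2 mutant) and lines are group means; both mutants lie above every control for Idh1, Tenm4, Cdsn, Sfrp5 and Slc7a3, whereas Ucma, Bgn, Matn3 and Wif1 also differ between control 3 and the other controls.

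Markers of resting chondrocytes, the reserve cells of the growth plate, were lower in the mutants. Of 8 measured, 5 fell, 0 rose and 3 were not called, with 5 falls adjusted over the list alone (camera adjusted p = 0.00226, adjusted p = 0.334 with an estimated correlation). Grem1, a secreted antagonist of bone morphogenetic proteins (BMPs), fell from 35.5 ± 7.49 to 5.01 ± 1.43 CPM, the transcription factor Barx1 from 86.4 ± 12.8 to 38.9 ± 3.55 CPM, and the proteoglycan Bgn from 1281 ± 635 to 162 ± 13.4 CPM. Together with Ucma, these are the 4 genes the study names for its resting cluster, and all 4 fell over all genes and over the list alone (camera adjusted p = 0.00223, adjusted p = 0.334 with an estimated correlation), a list that is not independent of these samples. Of 9 articular and joint markers, 5 fell, 1 rose and 3 were not called, and 6 fell adjusted over the list alone (camera adjusted p = 0.0230, adjusted p = 0.442 with an estimated correlation). These included Creb5, a regulator of articular cartilage (18.9 ± 6.17 to 6.48 ± 0.634 CPM), the Wnt inhibitor Wif1 (23.1 ± 12.3 to 4.18 ± 1.40 CPM) and Abi3bp (log2 fold change -2.24), whereas Tppp3 rose (1.87). The study names Creb5 and Wif1 too.

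Markers of the tissues that border cartilage moved with these groups. The Col2a1 limit set aside only 0 to 9 kept barcodes per tested library. Cells of border tissue among those counted were therefore not excluded, and their share was not measured. Among 9 perichondrium and fibroblast markers, 5 fell and 0 rose, with 6 falls adjusted over the list alone (camera adjusted p = 0.00392, adjusted p = 0.334 with an estimated correlation). Pdgfra, a receptor of mesenchymal progenitors, fell (log2 fold change -1.81), as did the fibrillar collagen Col3a1 (-1.70). Among 5 tendon markers, 3 fell and 0 rose, with 4 falls adjusted over the list alone (camera adjusted p = 0.00349, adjusted p = 0.424 with an estimated correlation), namely Tnmd (-3.92), Mkx (-2.11) and Fmod (-2.83). Of 25 cartilage matrix genes, 6 fell, 0 rose and 19 were not called, with 10 falls adjusted over the list alone (camera adjusted p = 0.00223, adjusted p = 0.481 with an estimated correlation). The 6 were Ucma, Bgn, Fmod, the small proteoglycan Dcn (909.6 ± 349 to 211 ± 33.6 CPM), Pcolce2 (-0.78) and Epyc (-0.61). The list's median was -0.45 over all libraries and -0.20 against control 3 alone. The genes that define chondrocytes did not pass the test: of Col2a1, Acan, Sox9, Sox5 and Sox6, 0 were called, and Col2a1, the main cartilage collagen, stood at 38365 ± 11044.5 and 28021 ± 1838 CPM (adjusted p = 0.258, camera adjusted p = 0.578 for the list).

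Hypertrophic markers were lower as a group, but few of their genes passed alone. Of 7 measured, 2 fell and 0 rose, with 5 falls adjusted over the list alone (camera adjusted p = 0.00853, adjusted p = 0.334 with an estimated correlation). Vegfa, the main angiogenic factor of late cartilage, fell from 44.0 ± 8.17 to 12.8 ± 0.958 CPM, and Cd200 fell too (log2 fold change -1.15). In the classes described below, Vegfa was lower in prehypertrophic-like cells than in other cells (log2 difference -0.47) and higher in resting-like cells (0.67). Cd200 was higher in prehypertrophic-like cells (2.19). The fall of Vegfa therefore need not reflect late cells. Col10a1, the collagen of hypertrophic cartilage, stood at 287 ± 104 and 106 ± 40.1 CPM (adjusted p = 0.0652). Mmp13, the collagenase of terminal cells, was near the limit of detection at 1.38 ± 0.878 and 0.240 ± 0.0463 CPM (adjusted p = 0.0795). Of 9 prehypertrophic markers 0 were called, by either adjustment (camera adjusted p = 0.232), with Ihh, the hedgehog signal of prehypertrophic cells, at 17.9 ± 1.01 and 14.6 ± 0.758 CPM. The values of Runx2 (log2 fold change -0.03), Sp7 (-1.23) and Prkg2 (0.23) did not pass the test either. Of 8 columnar markers 0 were called, while 1 rose and 2 fell adjusted over the list alone (camera adjusted p = 0.325), and their median was -0.53 over all libraries and 0.02 against control 3 alone. Of 14 cell cycle genes, Rrm2 (-1.31) and Ccna2 (-0.79) fell and 12 were not called, also over the list alone (camera adjusted p = 0.361). These included Mki67 (adjusted p = 0.427), Top2a (0.392), Cenpf (0.630) and Lig1 (0.693).

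Signalling genes fell in part. Of 20 Wnt pathway genes, 9 fell, 1 rose and 10 were not called, with the same counts adjusted over the list alone (camera adjusted p = 0.0185, adjusted p = 0.334 with an estimated correlation). The pathway's feedback target Axin2 fell (log2 fold change -1.66), as did its transcription factors Tcf7 (-1.56) and Lef1 (-1.22), the antagonists Sfrp2 and Wif1 fell as well, and the antagonist Sfrp5 was the gene that rose. Of 19 genes of BMP and TGF-beta signalling, 5 fell and 0 rose, with 7 falls and 1 rise adjusted over the list alone (camera adjusted p = 0.01, adjusted p = 0.473 with an estimated correlation). Bmp3 fell (-3.56), and so did the BMP response genes Id3 (-0.51) and Id1 (-0.56). The median of this list was -0.53 over all libraries and -0.00490 against control 3 alone. Of 10 hedgehog and PTHrP pathway genes, Gli2 fell (-1.42) and 9 were not called, also over the list alone (camera adjusted p = 0.254).

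**Figure D2:**
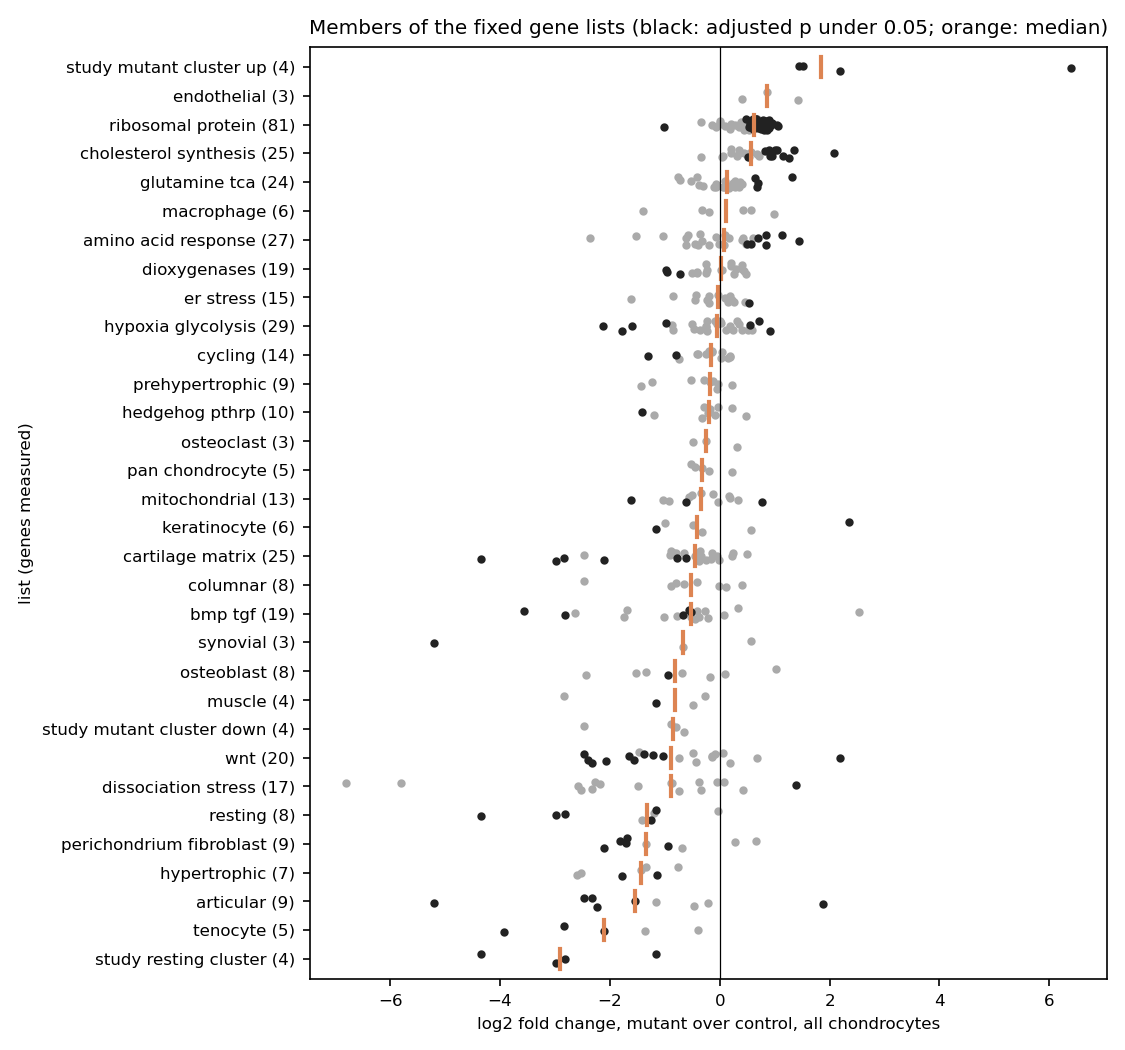
Log2 fold changes (mutant over control, all chondrocytes, horizontal axis) of every measured member of the fixed gene lists, 1 list per line, with the number of genes measured in brackets. Black points passed an edgeR adjusted p threshold of 0.05, grey points did not, and the orange mark is the list median; ribosomal protein and cholesterol synthesis genes lie mostly above 0 and resting, articular and tendon markers mostly below. The sex-linked and red-cell lists are not drawn, because some of their genes had no UMI in a group.

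Part of the genes of cholesterol synthesis rose in the mutants. Of 25 measured, 11 rose, 0 fell and 14 were not called, with 18 rises adjusted over the list alone, and 24 had a positive fold change (camera adjusted p = 4.71e-07, adjusted p = 0.334 with an estimated correlation). Mvd, which makes isopentenyl pyrophosphate, rose from 19.9 ± 7.20 to 84.0 ± 9.47 CPM, and Dhcr7, the last enzyme of the pathway, from 26.8 ± 1.39 to 59.3 ± 3.30 CPM. Cytosolic ribosomal protein genes were higher too, with 53 of 81 rising, 1 falling and 27 not called, and 61 rises and 2 falls adjusted over the list alone (camera adjusted p = 7.61e-21, adjusted p = 0.334 with an estimated correlation). Rps19 rose from 3131 ± 16.6 to 6430.4 ± 502 CPM, and Rpl39l, the gene that fell, had a log2 fold change of -1.02. These counts can be shared with near-identical pseudogenes.

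Of 27 genes of the amino acid response, 7 rose, 0 fell and 20 were not called, and 10 rose and 5 fell adjusted over the list alone (camera adjusted p = 0.204). The risers included Psat1, Phgdh and Pycr1 of serine and proline synthesis (log2 fold changes 0.84, 0.57 and 0.70), Asns, which makes asparagine (0.49), the stress factors Atf5 (1.13) and Nupr1 (0.85), and Slc7a3. The list's median was 0.08 and its mean -0.01, and its median against control 3 alone was 0.43. Of 24 genes of glutamine use and the tricarboxylic acid cycle, 4 rose, among them Idh1, Mdh2 (0.64) and Idh3g (0.68), 0 fell and 20 were not called, also over the list alone (camera adjusted p = 0.110). Idh1 is the targeted gene, so its rise can follow from the allele itself and says nothing on the pathway. Of 29 hypoxia and glycolysis genes, 4 fell and 3 rose, and 5 fell and 4 rose adjusted over the list alone, with a median of -0.04, a mean of -0.20 and a camera direction of higher (adjusted p = 0.944). The hypoxia targets Vegfa, Bnip3 (-1.60), Egln3 (-0.98) and Car9 (-2.13) fell, while Ero1l (0.72), Pfkl (0.56) and Pfkfb4 (0.92) rose. Of 19 dioxygenases that need 2-oxoglutarate, the histone demethylases Kdm6a (-0.95) and Kdm4c (-0.72) fell along with Egln3, and 16 were not called, also over the list alone (camera adjusted p = 0.745, median 0.03, mean -0.10). Kdm6a is an X-linked gene, and so are Idh3g, Slc7a3, Bgn, Srpx2 and Tnmd among the genes named here. For these, dosage of the X chromosome cannot be separated from genotype.

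Haemoglobin UMIs were counted at a low level with the barcodes of mutant chondrocytes, with 1 UMI over all control ones, and RNA from lysed red cells in the droplets was not measured and stays possible. Hba-a1 had 0 UMIs in the 3 controls and 93 in the mutants (at least 44.7-fold higher against a floor of 3 UMIs over the control group), Hbb-bs had 0 and 173 (at least 83.1-fold higher) and Hba-a2 had 1 and 75 (ratio 108, 95% counting interval 18.8 to 4323). All 3 measured red-cell genes were called higher, by either adjustment (camera adjusted p = 0.000499, adjusted p = 0.334 with an estimated correlation), with mutant means of 0.789 to 1.84 CPM. UMIs of Hba-a1 and Hba-a2, near-identical copies, can be swapped between them. The remaining lists were not called by camera. Of 8 osteoblast genes Col1a2 fell (-0.94, camera adjusted p = 0.578), of 3 synovial genes Prg4 fell (camera adjusted p = 0.515), of 4 muscle genes Tnnt3 fell (-1.16, camera adjusted p = 0.235, fry adjusted p = 0.0114), and of 6 keratinocyte genes Perp, also a p53 target, rose (2.36), while Krt10 fell (-1.17) and 4 were not called (camera adjusted p = 0.944, direction higher, median -0.40). Adjusted over the list alone these 4 lists gave the same calls, with 1 more rise among the keratinocyte genes. None of the 3 endothelial (camera adjusted p = 0.115), 6 macrophage (0.578) or 3 osteoclast genes (0.424) was called, though 1 endothelial gene rose adjusted over its list alone. Of the 8 neutrophil markers, 0 had enough UMIs to be tested. Of 17 immediate early and heat shock genes, which respond to dissociation, the phosphatase Dusp1 rose (1.39) and 16 were not called, while 3 fell and 1 rose adjusted over the list alone (camera adjusted p = 0.254, and 3.78e-05 without control 3, direction lower), with a median of -0.89 over all libraries and 0.48 against control 3 alone. The fit without control 3 confounded title number with genotype. Of 15 genes of endoplasmic reticulum stress Calr rose (0.53), and 0 were called adjusted over the list alone (camera adjusted p = 0.567, direction higher, median -0.03 over all libraries and 0.38 against control 3 alone). Of 13 mitochondrially encoded genes, mt-Co1 rose (0.78), mt-Nd3 (-1.61) and mt-Cytb (-0.62) fell and 10 were not called, also over the list alone (camera adjusted p = 0.440).

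To ask whether the genotype difference also held within 1 class of cells, chondrocytes were clustered without the called genes and the counts were summed again within each class. Cells of a class need not be of 1 kind, and resting-like cells also carried articular and perichondrium markers. Clustering on all variable genes, called ones included, set apart a smaller resting-like cluster of 338 control and 44 mutant cells. A changed mix of cells within a class was therefore not excluded as a source of the differences below. In resting-like cells, Grem1 fell from 88.0 ± 13.6 to 14.2 ± 2.95 CPM (log2 fold change -2.63, adjusted p = 0.00540) and Ucma from 3329 ± 2126 to 123 ± 29.5 CPM, while Uchl1 rose from 1.94 ± 0.717 to 43.6 ± 9.33 CPM and Ostn from 0 to 26.8 ± 2.72 CPM. Cdsn rose in resting-like cells (0.0505 ± 0.0875 to 11.8 ± 3.98 CPM), in cluster 1 (0.2 ± 0.148 to 8.85 ± 1.41 CPM), in cluster 2 (0.0958 ± 0.166 to 71.8 ± 24.6 CPM) and in cycling-like cells (0.265 ± 0.143 to 7.63 ± 4.42 CPM), and in prehypertrophic-like cells it stood at 1.12 ± 0.801 and 6.03 ± 2.00 CPM (adjusted p = 0.101). Ctgf fell in all 5 classes tested, with log2 fold changes of -5.86 in resting-like cells, -6.64 in cluster 1, -7.36 in cluster 2, -5.02 in prehypertrophic-like and -5.32 in cycling-like cells. Idh1 rose in resting-like cells (1.14), cluster 1 (1.35), prehypertrophic-like (1.32) and cycling-like cells (1.38), and in cluster 2 it had a log2 fold change of 0.83 (adjusted p = 0.157).

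Cdkn1a, a cell cycle inhibitor, and Phlda3 rose in all 5 classes, with log2 fold changes of 1.26 to 2.65 and of 1.93 to 2.33. In cluster 1, which was named for none of the fixed markers, Serpinf1 rose from 20.6 ± 1.07 to 130.3 ± 15.9 CPM, Cdkn1a from 106 ± 34.4 to 630.4 ± 41.2 CPM, and the linker histone Hist1h1c fell from 809 ± 603 to 29.0 ± 7.21 CPM. In prehypertrophic-like cells Cox6b2 (2.46), Fbln2 (2.25), Trp53inp1 (2.22) and Phlda3 (2.17) rose, and Arl6ip5 (-2.47) and Fabp7 (-2.40) fell. In cycling-like cells Ddit4l (2.62), Esr1 (2.50) and Pltp (2.32) rose, and Prg4 fell from 24.0 ± 14.2 to 0.105 ± 0.149 CPM. In cluster 2, whose cells had 29.9% of the median UMIs of their own library and a high share of Malat1 and mitochondrial RNA, Cntnap3 rose from 0.271 ± 0.470 to 25.3 ± 6.13 CPM and Otog from 0.192 ± 0.332 to 32.9 ± 7.46 CPM, and Bmp3 (-5.73) and Ucma (-5.68) fell. Cholesterol synthesis genes rose in number in resting-like cells (11) and cluster 1 (16), with 3 each in cluster 2 and cycling-like cells and 0 in prehypertrophic-like cells, and 1 fell in cycling-like cells. Ribosomal protein genes rose in resting-like cells (62), cycling-like cells (60) and cluster 1 (51), with 1 in prehypertrophic-like cells and 0 in cluster 2, and 1 fell in resting-like cells and in cluster 1. Whether an effect differed between classes was not tested.

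Within classes, edgeR called 1083 rises and 1107 falls among 12787 genes in resting-like cells, 908 and 827 of 12439 in cluster 1, 531 and 508 of 12365 in cycling-like cells, 129 and 169 of 10161 in cluster 2, and 41 and 24 of 12169 in prehypertrophic-like cells. Without control 3, where title number was also confounded with genotype, these counts were 6839, 6906, 5987, 3511 and 5417 in the same order of classes. Leaving out control 1 gave 336, 23, 7, 9 and 4, and leaving out control 2 gave 695, 59, 10, 38 and 10. Without mutant 1 they were 0, 1, 0, 7 and 1, and without mutant 2 they were 0, 1, 0, 4 and 1. Cluster 6 could not be tested, since it held 13 control cells. The classes rest on the integration: without it, the 3 resting-like clusters held 3548 control and 29 mutant, 346 and 2706, and 1723 and 23 cells, so that cells of the genotypes lay mostly apart.

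The study asked which chondrocyte populations are gained or lost in the mutants. Cluster 6 made up 7.03% ± 0.388 of mutant chondrocytes (SD, n = 2) and 0.145% ± 0.0741 of control chondrocytes (SD, n = 3), which is 282 and 13 cells. It was present in both tested mutants, at 7.30% and 6.75%, and at 0.170%, 0.204% and 0.0618% in the controls. Resting-like cells, marked by Grem1, Barx1 and Cytl1 but also by the articular markers Prg4 and Wif1 (3.07 and 2.18 log2 above other cells) and the perichondrium markers Col14a1 and Col3a1, made up 25.6% ± 0.175 of mutant and 38.4% ± 8.09 of control chondrocytes, and cluster 1 made up 19.7% ± 0.277 and 24.5% ± 1.06. Prehypertrophic-like cells, marked by Col10a1, Panx3 and Ihh, stood at 14.0% ± 1.29 in mutants and 11.3% ± 1.58 in controls, and cycling-like cells, marked by Mki67, Top2a and Mcm5, at 14.1% ± 0.776 and 13.1% ± 1.35. Cluster 2 stood at 19.7% ± 2.90 and 12.5% ± 9.37. It is not the study's cluster 2, which the study annotates as resting chondrocytes. The genes named for that resting cluster were higher in resting-like cells here than in other cells. Their log2 differences were 2.46 for Grem1, 1.97 for Barx1, 1.48 for Ucma and 1.21 for Bgn.

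The exact two-sided permutation test of shares cannot give a p below 0.2 in this design, so it says nothing on whether they differ. That smallest value was reached by cluster 6, resting-like cells, cluster 1 and prehypertrophic-like cells (adjusted p = 0.3 each), and p was 0.6 for cycling-like cells and cluster 2 by the same exact permutation test. An edgeR test on cell counts gave cluster 6 a log2 fold change of 5.57 (adjusted p = 0.000280), and adjusted p-values of 0.0801 to 0.483 for the other 5. Against control 3 alone, the resting-like share differed by -3.60 percentage points cluster 2 by -3.45 and cycling-like cells by -0.570, the last 2 opposite in sign to their pooled differences of 7.21 and 0.953. Without integration of libraries, the differences were 7.0 points for resting-like, -14.1 for prehypertrophic-like, -0.347 for cycling-like cells and 7.41 for cluster 2. However, clusters then lay mostly apart by genotype, and each took the class that most of its cells had. A single resting-like cluster held 346 control and 2706 mutant cells. The prehypertrophic-like class held a mean of 14.1% of control and 0.0604% of mutant cells. The sign changes of these classes therefore reflect the labelling and do not measure a reversal of shares. Further, 0 clusters matched cluster 6 or cluster 1, so their shares could not be compared. Clustering on all variable genes, called ones included, put 11.8% of mutant and 0.0309% of control cells in cluster 6, with differences of -21.7 points for resting-like and 7.42 for prehypertrophic-like cells. With clusters 2 and 7 out of the denominator, chosen after the result was seen, they were 4.67 for prehypertrophic-like and 1.87 for cycling-like cells, against 2.68 and 0.953. Among cells of 5000 to 20000 UMIs alone, the differences were -29.5 points for resting-like cells, -22.7 for cluster 1, 48.7 for cluster 2, 2.30 for cluster 6 and 0.122 for prehypertrophic-like cells. The share of barcodes that passed the filter was 43.8% to 68.4% in mutants 1 and 2 and 65.8% to 86% in the controls.

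**Figure D3:**
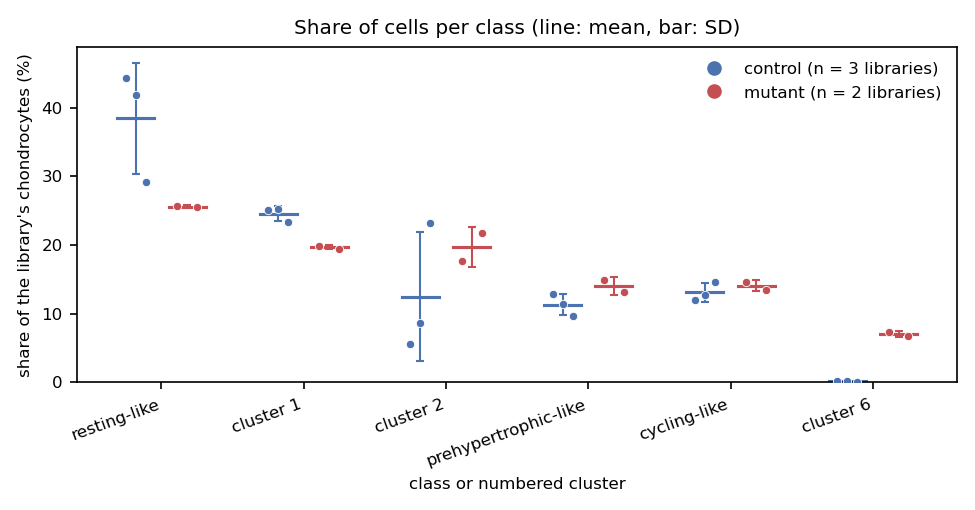
Share of each library's chondrocytes (percent) in each class or numbered cluster. Points are libraries, lines are group means and bars are 1 SD (n = 3 control, n = 2 mutant); cluster 6 stands at 6.75% and 7.30% in the mutants and at 0.204% or less in the controls.

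Last, the spread of the 4 genes named for the mutant-enriched cluster was measured as the share of chondrocytes with a UMI, after every cell was thinned to 2000 UMIs so that depth could not set it. Cdsn was seen in 5.20% ± 0.779 of mutant cells (SD, n = 2) and 0.0905% ± 0.0854 of control cells (SD, n = 3), Sfrp5 in 11.1% ± 2.78 and 3.65% ± 0.413, Slc7a3 in 7.38% ± 0.405 and 2.95% ± 0.458, and Tenm4 in 6.51% ± 1.18 and 2.07% ± 0.620. Both mutants lay above all 3 controls for each gene, and the exact two-sided permutation p was 0.2, the smallest this design allows. Thinning left out 9 control cells and 1 mutant cell. Without thinning the shares were 18.7% and 0.527% for Cdsn, 44.1% and 14.8% for Sfrp5, 45.9% and 16.7% for Slc7a3, and 31.9% and 14.1% for Tenm4.

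The shares of Tenm4, Cdsn, Sfrp5 and Slc7a3 were uneven across classes within the mutants. Tenm4 stood at 17.7% in cluster 6 and 0.716% in prehypertrophic-like cells, and Slc7a3 at 14.2% and 3.58%. Cdsn and Sfrp5 also set cluster 6 apart from cluster 2, whereas Slc7a3 did not (14.2% and 14.6%). Tenm4 had overlapping intervals in those clusters (17.7%, 13.5% to 22.7%, and 13.3%, 11.1% to 15.9%). After thinning, Cdsn had a UMI in 31.6% of cluster 6 cells (89 of 282, exact 95% interval 26.2% to 37.3%), in 10.1% of cluster 2 cells (82 of 810, 8.13% to 12.4%) and in 1.55% of resting-like cells (16 of 1033, 0.888% to 2.50%), and Sfrp5 in 35.8% of cluster 6 (101 of 282, 30.2% to 41.7%), 18.4% of cluster 2 (149 of 810, 15.8% to 21.2%) and 4.65% of resting-like cells (48 of 1033, 3.45% to 6.11%). Their median depths before thinning were 31321.5, 6491 and 24176 UMIs. In control cells of cluster 1, Cdsn was seen in 0 of 2236 after thinning, which allows a share of cells with a UMI of up to 0.134% at that depth, and the whole class held 8 Cdsn UMIs before thinning. Cdsn and Sfrp5, as called genes, were left out of the clustering, but they are among the leading markers of cluster 6 in these same cells. The shares in cluster 6 therefore describe the cluster and do not test it. Only 21 kept barcodes were not chondrocytes, so no other cell type gave a background share, and intervals and floors cover counting error only.

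**Figure D4:**
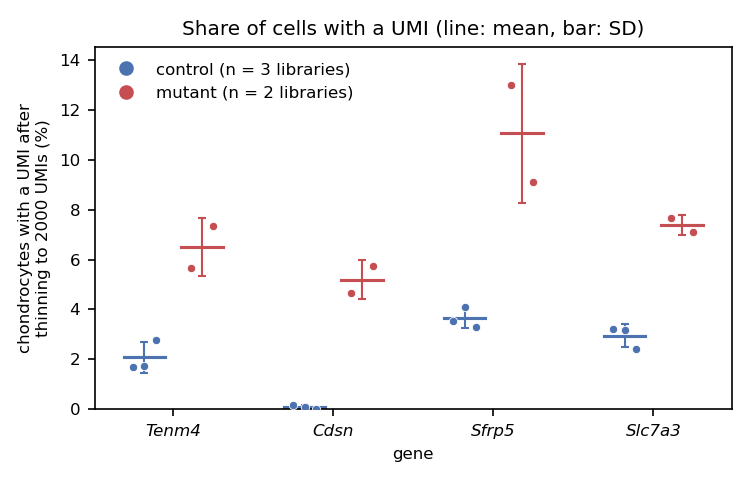
Share of chondrocytes (percent) with at least 1 UMI of Tenm4, Cdsn, Sfrp5 or Slc7a3 after each cell was thinned to 2000 UMIs. Points are libraries, lines are group means and bars are 1 SD (n = 3 control, n = 2 mutant); both mutants lie above every control for all 4 genes.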

Values the study reported

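The paper reports 6061 mutant and 10562 control cells after filtering and selection on Col2a1, from 3 animals per genotype, in 8 clusters at a resolution of 0.28. It gives about 12% of mutant and less than 1% of control cells in its cluster 6, and about 10% of mutant and 24% of control cells in its cluster 2. The paper annotates its cluster 2 as resting chondrocytes, with Grem1, Barx1, Ucma and Bgn expressed. That cluster is not the one numbered 2 in the results above.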

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

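The tests of a shallow library and of row order in mutant 3, and of the title number, were chosen after the result was seen. Mutant 3, which was left out of the tests except in 2 alternatives, had a UMI in 26973 genes, more than the 19297 to 19825 of the other 5 libraries, although it held 709382 UMIs in total. A shallow library of the same chondrocyte RNA is argued against by its mitochondrial share, 0.0149% of UMIs against 2.94% to 4.98% in the others, and rows out of order by a correlation with mutant 2 across genes (genes are not independent replicates) of 0.4685, against at most 0.161 after shifting rows. Fragments that are not spliced RNA, such as genomic DNA, may account for the counts: 98.2% of 1091 olfactory receptor genes had a UMI in mutant 3. This stays open, because the other libraries had 12.3% to 14.2%, above the tenth set as their bound. No biological explanation was tested.

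The 2206 genes called between genotypes are set beside a difference in sex and, in part, in title number. Direct dosage of X and Y genes covers few of the calls, since 4.26% of called genes lay on X or Y, against 3.34% of genes tested. With 493 X and 6 Y genes tested, 2204 called genes with coordinates could not have reached the bound set for this explanation. No further conclusion is drawn from that bound. A difference between title numbers stays open for part of the calls: over 8542 of the 8742 genes called without control 3, those also measured with title number 119 alone, the ratio of the log2 fold change over control 3 to that over controls 1 and 2 had a median of 0.540 (quartiles 0.0431 and 1.00), and both fold changes share mutants 1 and 2. Sex acting on autosomal genes cannot be told apart from the Idh1 genotype, since 0 genotypes had tested libraries of both sexes. The genotype itself stays open as the biological explanation.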

How the results depend on the processing

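The tests chosen after seeing the data left out the top 5% of doublet scores (2135 genes called over all chondrocytes, against 2206), mutant 3 from all deposited barcodes (1963), clusters 2 and 7 (2238) or cluster 6 (1905, of which 1868 were shared with the 2206). DESeq2 called 3642 genes over all chondrocytes, 1801 in cycling-like, 1016 in prehypertrophic-like and 540 in cluster 2 cells. Without the low-count filter, 563 were called in prehypertrophic-like and 1296 in cluster 2 cells. Classes from all variable genes gave 308 in prehypertrophic-like cells. The cause was not tested. In the fit with title number as a replicate block, controls 1 and 2 shared a number that mutants 1 and 2 did not carry. Its genotype difference was therefore mutants 1 and 2 against control 3 alone. Its spread came from controls 1 and 2 and from mutants 1 and 2, close pairs (chi-square per degree of freedom 22.4 and 21.9). Its higher counts and its list calls therefore do not strengthen the result. The title number as a replicate block gave 6589 genes over all chondrocytes, 4853 in resting-like, 4952 in cluster 1, 3789 in cycling-like, 2591 in prehypertrophic-like and 2988 in cluster 2 cells, moved gene Lig1 to -0.33 and called the lists of dissociation stress (limma camera adjusted p = 0.0476, and 0.0252 before adjustment), amino acid response (adjusted p = 0.000393), endoplasmic reticulum stress (0.000901) and glutamine and tricarboxylic acid cycle (0.0298) as higher and of prehypertrophic markers as lower (limma camera adjusted p = 0.0387, and 0.0182 before adjustment), and no longer called BMP and TGF-beta signalling (limma camera adjusted p = 0.421, and 0.334 before adjustment). Title number 119 alone gave 6947 genes, with gene Lig1 at -0.31 and gene Tyrobp at 6.35 (log2). All deposited barcodes in 6 libraries gave 1 gene in edgeR (1545 at unadjusted p under 0.05), with mutant 3 included, and reversed gene Tmem100 (0.64), gene Creb5 (0.68), gene Calr (-0.00404) and the amino acid response (limma camera adjusted p = 0.00939, and 0.00341 before adjustment), hypoxia and glycolysis (0.00146, and 0.000221 before), endoplasmic reticulum stress (0.0167, and 0.00960 before) and ribosomal protein lists (1.38e-08, and 4.18e-10 before), lost the call of cholesterol synthesis (0.861, and 0.835 before), and called dissociation stress lower (0.00713, and 0.00173 before), along with 5 other lists not called before. Every library with any chondrocyte, mutant 3 with 1 cell included, gave 2171 genes, 1155 of them shared with the 2206, and gene Calr a log2 fold change of -0.0454. Leaving out each library gave 4 (without mutant 1 or 2), 58 (control 1), 125 (control 2) and 8742 genes (control 3), with gene Runx2 between -0.20 and 0.29 (highest without control 3), and within classes 0 to 6839 genes in resting-like, 1 to 6906 in cluster 1, 0 to 5987 in cycling-like, 1 to 5417 in prehypertrophic-like and 4 to 3511 in cluster 2 cells, lowest without a mutant and highest without control 3; a lone mutant was assumed to vary like the controls. Camera called 14 of 34 lists, 14 to 16 with a library left out (dissociation stress was called lower without control 3, limma camera adjusted p = 3.78e-05, and 3.43e-06 before adjustment, the opposite of its call with the replicate block; the study's genes lower in the mutant cluster were called lower without control 3, adjusted p = 0.00658, or mutant 1, 0.0282, and mitochondrial genes lower without control 2, 0.0475) and 0 with an estimated correlation, where 1 had an unadjusted p under 0.05, and fry called 14, adding muscle, hedgehog and glutamine and tricarboxylic acid cycle and losing cartilage matrix, Wnt and BMP. Share differences in percentage points without integration were 7.0 for resting-like, -0.347 for cycling-like and -14.1 for prehypertrophic-like cells, each opposite in sign, and 7.41 for cluster 2. Clusters then lay mostly apart by genotype and took the class of most of their cells. The resting-like and prehypertrophic-like values therefore do not measure class shares. In that clustering 0 clusters matched cluster 6 or cluster 1, so their shares could not be compared. With integration and a library left out, share differences were -17.5 to -9.92 for resting-like, -5.50 to -4.57 for cluster 1, 0.404 to 1.71 for cycling-like, 1.77 to 3.59 for prehypertrophic-like, 3.76 to 12.5 for cluster 2 and 6.61 to 7.16 for cluster 6, which had a log2 fold change of 5.57 in edgeR on cell counts. Differences in cells with a UMI were 3.6 to 5.27 for Tenm4, 4.56 to 5.66 for Cdsn, 5.45 to 9.38 for Sfrp5 and 4.15 to 4.72 for Slc7a3 with a library left out. Over named genes and alternatives, 1988 values kept direction and side of the threshold, 415 lost a call, 41 moved, 8 reversed and the rest gained a call, and for lists 252 kept, 19 lost and 17 gained a call, 9 moved and 5 reversed.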

Other observations

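The p53 list was chosen, and its set test and the test of dissociation stress were set, after the result was seen. Targets of p53, the transcription factor of the DNA damage response, were higher in the mutants: of 30 measured, 13 rose, 0 fell and 17 were not called, with 17 rises adjusted over the list alone (camera adjusted p = 9.75e-07, adjusted p = 0.371 with an estimated correlation). Cdkn1a, the cell cycle inhibitor p21, rose from 176 ± 29.0 to 724 ± 9.66 CPM (SD, n = 3 and n = 2 libraries), and Bax, which promotes cell death, from 72.7 ± 11.8 to 219.9 ± 0.842 CPM. Perp (2.36), Trp53inp1 (1.94), Zmat3 (1.67) and Bbc3 (1.57) rose too, and Mdm2, the p53 ubiquitin ligase, had a log2 fold change of 0.72 (adjusted p = 0.0502).

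Because 6 of these genes prompted the list, the other 24 were tested apart: 7 rose and 0 fell, with 11 rises adjusted over the list alone (camera adjusted p = 0.00238, adjusted p = 0.493 with an estimated correlation). Stress from tissue dissociation stays open, since the median log2 fold change of the immediate early and heat shock genes was -0.89 over all libraries and 0.48 against control 3 alone. The cells of cluster 6 alone, and low-quality cells of clusters 2 and 7, are argued against by medians of 0.51 and 0.48 without them, against 0.51 over all chondrocytes. A coordinated rise, which may follow from the genotype or the sex of the animals, stays open too, since its call was lost with an estimated correlation.

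The files held 12031 control and 11378 mutant barcodes, of which 9125 and 4042 were kept as chondrocytes. Of all chondrocytes in tested libraries, cluster 6 here held 13 of 9125 control and 282 of 4041 mutant cells, from a different clustering and denominator than the study's. At least 2 of Tenm4, Cdsn, Sfrp5 and Slc7a3 had a UMI after thinning in 0.136%, 0.442% and 0.124% of cells in controls 1 to 3, where independence would give 0.238%, 0.262% and 0.236%, and in 5.13% and 5.08% in mutants 1 and 2, where it would give 3.09% and 2.89%. Of these mutant cells, 34.1% and 40.5% lay in cluster 6.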
